A study of Mus musculus with 2 samples. Its data were reported in "Genetic dissection of the fatty liver QTL Fl1sa by using congenic mice and identification of candidate genes in the liver and epididymal fat" (2016).

How the data were processed

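Epididymal fat was collected from male A/J mice and male A/J-12SM mice. The A/J-12SM strain is a consomic strain, in which chromosome 12 of the A/J background is replaced by that of the SM/J strain. Mice received a high-fat diet from 6 weeks of age for 7 weeks and were fasted for 4 h before the tissue was taken. Total RNA from 3 mice of a strain was combined, and 100 ng was labelled and hybridized to a single Affymetrix mouse whole-transcript array. The series therefore holds 2 arrays, 1 per strain, and no replicate of either.

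The deposited values are log2 expression levels per probe set, which the authors made with the RMA-sketch algorithm in Affymetrix Expression Console 1.3.0. RMA corrects the background, equalizes the distributions of the arrays and summarizes the probes of a probe set, so a difference that moved most genes in 1 direction would be removed by it. The genome build and probe annotation behind these values were not given in the sources used here. The table had 41345 probe sets and no missing value, and both of its sample columns were used (0 were left out). Levels ran from 0.62 to 13.44 on the A/J array and from 0.62 to 13.49 on the A/J-12SM array. No detection call was used here, so a low level cannot be separated from background, and the precision is limited by the number of arrays.

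Probe sets were named through a table of the platform's annotation, with symbols updated to current ones by gene identifier. Of all probe sets, 23521 named 1 gene, 1814 named several and 16010 named none in that table. The last 2 kinds were left out, except in an alternative that counted every probe set. A gene with several probe sets (1082 of 22180 genes) was represented by the one with the highest mean level. Genes were placed with RefSeq positions on the mouse assembly GRCm38.p6; 21981 genes had a position and 199 had none. The R2 interval was taken by gene order from the centromere through Allc, and the R3 interval from Sh3yl1 through Nova1. The limits as positions on this build, which the study's methods name for its markers, were tried as an alternative after the data were seen.

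The difference of a gene was its log2 level on the A/J-12SM array minus that on the A/J array. Genes past 0.75 in size, the log2 limit the study gives for its selection, were counted; on this scale that is above 1.68-fold or below 0.59-fold. With 1 array per strain there is no test, no p-value, no standard error and no replicate check for any difference. Shares of genes carry exact Clopper-Pearson 95% intervals, which treat genes as independent and do not cover the spread between mice or arrays. For chromosome 12 and for each gene list, the count or the median difference was placed among those of 10000 random lists of the same size, matched on mean level in 20 bins. Such a percentile describes these 2 arrays and not the strains, and the members of a list are not independent of one another. A list is called outside the random lists where its percentile was at or below 2.5 or at or above 97.5. Chromosome 12 genes were left out of the lists and of their background. Windows of 50 neighbouring genes were scanned for genes past the threshold.

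The groups, the threshold, the gene lists, the rule for named genes and the alternatives named here were fixed before the data were examined. Named genes were all genes the study selected from these arrays and its liver candidates; the 10 highest and 10 lowest differences on chromosome 12 and off it, among genes past 0.75 with a level of at least 6 on the brighter array and without a predicted, clone, microRNA or receptor segment name; and, of each list, at most the 4 largest differences under the same limits, or otherwise the 2 members with the highest level. Only genes meeting these limits were taken, so fewer than 10 were lower on chromosome 12. Genes outside the rule are marked in the text.

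The alternatives were centring, loess (span 0.3) and quantile scaling between the arrays, the mean over probe sets, thresholds of 1.0 and 0.5, minimum levels of 5, 6 and 7 on the brighter array, leaving out predicted names or immunoglobulin segments, counting every probe set, unmatched random lists, list means, and windows of 25 and 100 genes. Intervals of list medians in the closing section come from 2000 bootstrap resamples of list members. The scripts were tested on simulated data. Of 200 genes given a difference of 1.0, 77.0% passed the threshold, and at 2.0 all did, among 22180 genes. Of the genes left unchanged in the simulation, 2.38% passed it too. Simulated differences were independent normal draws, with a median-based spread per level bin taken from these same 2 arrays. They hold no replicate error, so 2.38% is no error rate for the real differences. Simulated lists of 15 genes lay outside the random lists in 3.5% of draws with no shift and in 89.0% with a shift of 0.3. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.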

Results

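Gene expression in epididymal fat was measured on 2 arrays, 1 for A/J mice and 1 for A/J-12SM mice, each carrying RNA pooled from 3 males after 7 weeks on a high-fat diet. The 2 strains differ by design in chromosome 12, which holds the fatty liver locus Fl1sa. The comparison asks which genes of this chromosome differ in array level in fat. The study lists sequence variants between A/J and SM/J in the R2 and R3 intervals. Whether such variants lie under probes and change the array levels of chromosome 12 genes was not checked here. Levels are RMA values on the log2 scale, and differences are A/J-12SM minus A/J. The median level of all probe sets was 4.40 on the A/J array and 4.43 on the A/J-12SM array. Across probe sets of the 2 arrays, which are not independent replicates, Pearson's r was 0.977 and Spearman's rho was 0.969. No replicate exists for either strain, so none of the differences below has a p-value or an error, and "higher" and "lower" refer to these 2 arrays. Where the level on 1 array is near or below the median, it cannot be separated from background, and the size of the difference is uncertain.

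Over the whole genome, genes of liver secretion and metabolism were among the highest on the A/J-12SM array, and genes of male germ cells were among the lowest. Hamp, which encodes the iron hormone hepcidin, was 11.1-fold higher with the A/J-12SM pool, and Cps1, the first enzyme of the urea cycle, was 9.18-fold higher. Mael, a protein of the piRNA pathway in germ cells, was higher with the A/J pool (7.45 against 2.46), as was Smcp, a protein of the sperm mitochondrial capsule (6.81 against 2.63). In all, 1583 of 22180 genes (7.14%, 95% interval 6.80 to 7.48%) differed by more than 0.75, of which 634 were higher and 949 lower on the A/J-12SM array. Among the 8643 genes with a level of at least 6 on the brighter array, 527 differed by that much, 189 higher and 338 lower. The SD of the differences was 0.34 for genes with a mean level of 8 or more and 0.54 for those between 4 and 6. Of 88 genes with 2 probe sets of which at least 1 was past the threshold, 7 had both past it in the same direction.

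The 10 highest genes off chromosome 12 were Hamp (3.47), Cps1 (3.20), Saa4 (3.04), Mup20 (3.01), Fgg (2.84), Tat (2.73), Cyp2a12 (2.72), Timp4 (2.71), Pzp (2.67) and Ahsg (2.62). Most of these encode plasma proteins or enzymes made in hepatocytes, such as the fibrinogen gamma chain (Fgg), tyrosine aminotransferase (Tat) and fetuin-A (Ahsg); Timp4 encodes an inhibitor of matrix metalloproteinases. In the fixed hepatocyte list, 12 of 15 genes off chromosome 12 were above 0.75 and none below -0.75. Their median difference was 2.04, at percentile 100 of the random lists, whose central 95% ran from -0.18 to 0.17. Albumin (Alb), like Hp below named after its value was seen, had a level of 9.21 on the A/J array and 10.92 on the A/J-12SM array, and Apoh differed by 2.52. Haptoglobin (Hp), which fat also expresses, went the other way (-0.69).

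The 10 lowest genes off chromosome 12 were Mael (-4.99), H2bc1 (-4.30), Cyp17a1 (-4.29), Smcp (-4.17), Dnah8 (-4.10), Adam5 (-4.05), Fabp9 (-3.87), Fhl4 (-3.80), Cabcoco1 (-3.68) and Tnp2 (-3.65). Tnp2 encodes a transition protein that replaces histones in spermatids, Dnah8 an axonemal dynein of sperm, and Cyp17a1 an enzyme of androgen synthesis in Leydig cells. In the fixed germ cell list, all 17 genes were lower on the A/J-12SM array and 15 were below -0.75, among them Tnp1 (-3.33) and Gapdhs (-2.16). The median was -1.47, at percentile 0 of the random lists (central 95% from -0.16 to 0.26). Odf1 (-0.13), named after its value was seen, had a level of 11.7 on the A/J array, while its other probe set differed by -1.82 (5.30 against 3.48), so what the brighter one measures is uncertain. Markers of the epididymis, the tissue the fat pad adjoins, had a median of 0.14 over 23 genes (percentile 80.1), with Aqp9 at 0.14 and Lcn5 at 0.19. Below -0.75 were 2 of the 23, and none lay above 0.75.

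**Figure D1:**
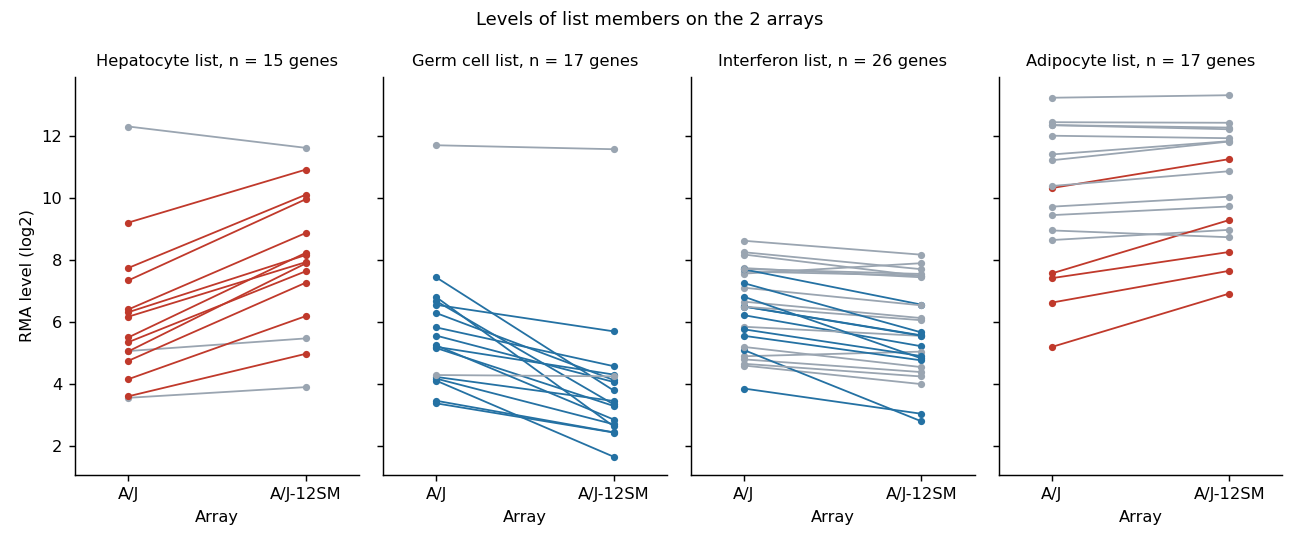
RMA level (log2) of each member of 4 gene lists on the A/J and the A/J-12SM array, 1 line per gene; red lines lie above 0.75, blue lines below -0.75 and grey lines between. In the hepatocyte list 12 of 15 genes were higher by more than 0.75, and in the germ cell list 15 of 17 were lower by more than 0.75.

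Chromosome 12 had the highest share of genes past the threshold of the 19 autosomes and the X chromosome, but by a small margin that other thresholds did not keep: it ranked 2 at a threshold of 1.0 and 3 at 0.5, where its count was at percentile 89.2. Of its 748 genes, 67 (8.96%, 95% interval 7.01 to 11.2%) were past 0.75, 26 higher and 41 lower on the A/J-12SM array. On all other chromosomes together the share was 7.09% (1506 of 21233 genes), and chromosome 19 followed with 8.61%. The count of 67 was at percentile 97.0 of random lists of the same size, which had a median of 54 and a central 95% from 41 to 68. Among genes with a level of at least 6, chromosome 12 had 22 of 309 past the threshold (7.12%, 95% interval 4.52 to 10.6%), behind the X chromosome (8.30%), chromosome 3 (8.13%) and chromosome 19 (7.91%). That count was at percentile 80.5, and 13 of the 22 were higher. Without the hepatocyte and germ cell lists and the Serpina genes of chromosome 12, a choice made after the data were seen, the share was 7.96% (58 of 729 genes, percentile 85.3). On chromosome 12 these lists hold no measured gene other than Serpina1a, so only Serpina genes left its count. Liver and testis genes outside these lists stayed in it, such as Apob, a liver gene, and Pfn4, known from testis. The remaining share is therefore not free of such genes.

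**Figure D2:**
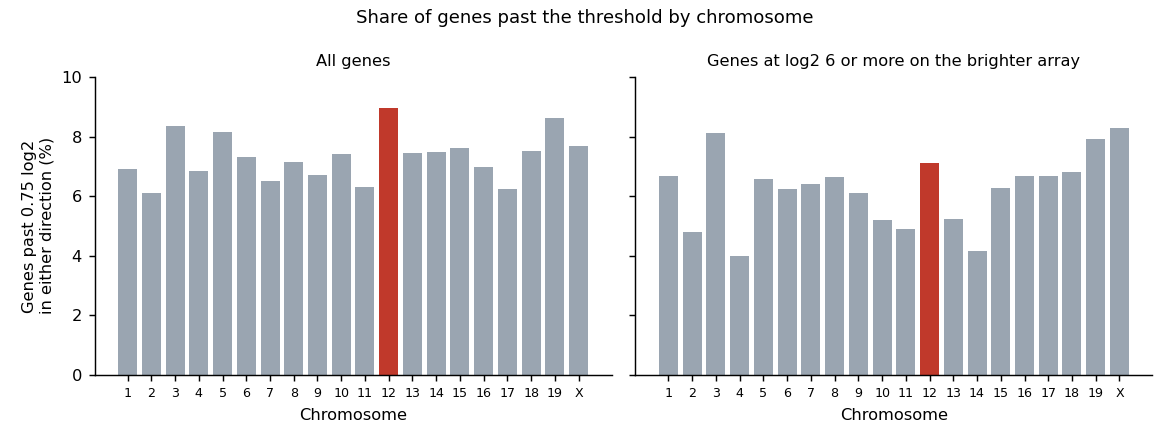
Share of genes (%) that differed by more than 0.75 on the log2 scale in either direction on each chromosome, for all genes and for genes at log2 6 or more on the brighter array; chromosome 12 is in red. Chromosome 12 stood at 8.96% in the first panel and at 7.12% in the second, where 3 chromosomes were higher.

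In the R2 interval, the proximal part of the chromosome, Apob differed more than any other gene analysed here, which leaves out Zfp125. Apob, the structural protein of very-low-density lipoprotein, lies at 7977629 to 8016839 on chromosome 12 (GRCm38.p6), and its level was 5.58 on the A/J array and 8.48 on the A/J-12SM array, a 7.46-fold difference. The neurotensin receptor gene Ntsr2 was also higher with the A/J-12SM pool (0.92). Lower genes were Nt5c1b (-1.76), a cytosolic nucleotidase, Allc (-1.45), allantoicase, Pfn4 (-0.93), a profilin known from testis, and Fkbp1b (-0.84), a binding protein of ryanodine receptors. The neighbours Cmpk2 (-1.11; 26469117 to 26479837) and Rsad2 (-0.78; 26442743 to 26456452), both induced by interferon, were lower as well. Of the 114 genes of the interval, 12 were past 0.75 (10.5%, 95% interval 5.56 to 17.7%), 4 higher and 8 lower, and 4 of the 12 had a predicted or clone name. At a level of at least 6, 4 genes of the interval were past the threshold. The hepatocyte, germ cell and interferon lists, taken over genes off chromosome 12, had medians of 2.04, -1.47 and -0.58. The hepatocyte list lay in the direction of Apob, and the germ cell list in that of Nt5c1b, Allc and Pfn4. The interferon list lay in the direction of Cmpk2 and Rsad2.

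In the R3 interval, Stxbp6, a syntaxin-binding protein (44852484 to 45075118), was 3.31-fold higher with the A/J-12SM pool, with levels of 5.91 and 7.63. The microRNA gene Mir680-3 (1.35), Gdap10 (0.95) and the RNA-binding protein gene Nova1 (0.93; 46697895 to 46819480) were higher as well. Slc26a3, a chloride and bicarbonate exchanger of the intestine, was lower by the largest amount (-1.47), followed by Nrcam (-0.92; 44328786 to 44605194), a neuronal cell adhesion molecule. Cdhr3 (-0.84), Sh3yl1 (-0.82) and Efcab10 (-0.79) were also lower. Of the 60 genes of the interval, 9 were past 0.75 (95% interval of the share 7.10 to 26.6%), 4 higher and 5 lower. Stxbp6, Nova1 and Gdap10 were the 3 with a level of at least 6 on the brighter array. None of the 14 genes between the limits of the intervals used here was past the threshold (upper limit of the 95% interval 23.2%).

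All 17 named genes that the study selected from these arrays in the R2 and R3 intervals were past 0.75, 6 higher and 11 lower. They were selected on the same arrays, so this count is no independent evidence of their direction. Zfp125 and Dgkb were not named by the annotation used here and were not analysed here. The liver candidates of the study had small differences in fat, with Iah1 at 0.22 and Rrm2 at -0.27. Rrm2 had low levels, 5.14 on the A/J array and 4.87 on the A/J-12SM array. Prkd1, which lies distal to R3 and was a liver candidate only in the authors' earlier work, was at -0.26. The lipid genes Cd36 (-0.01) and Dgat2 (0.01) were nearly equal, at levels of 12.19 and 11.79 on the A/J-12SM array.

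Distal to the R3 interval, Serpina1c and Serpina1d, which encode alpha-1-antitrypsins secreted by the liver, were the most different genes in the upward direction. Serpina1c was 5.75-fold higher with the A/J-12SM pool (7.96 against 10.49) and Serpina1d 5.06-fold higher, and Serpina6, corticosteroid-binding globulin, was 3.29-fold higher. Serpina1b (-1.40) and Serpina5 (-1.10), both named after their values were seen, went the other way. So did Serpina1a (-0.72), a member of the hepatocyte list outside the rule for named genes. The Serpina1 paralogs are nearly identical in sequence, so the level of each single copy is uncertain. Dact1 (1.26, or 0.71 as the mean of its 2 probe sets), an inhibitor of Wnt signalling, and Clmn (0.93) were higher as well. Dnah11, a ciliary dynein, was higher with the A/J pool (6.16 against 3.63). Adssl1 (-1.56), an enzyme of the purine nucleotide cycle, Cdca7l (-1.50), Fos (-0.96), Max (-0.87), the partner of Myc, Lgmn (-0.81), a lysosomal protease, Vrk1 (-0.79) and the preadipocyte factor Dlk1 (-0.76) were lower. Of the 560 genes of this part, 46 were past 0.75 (8.21%, 95% interval 6.08 to 10.8%), 18 higher and 28 lower. The hepatocyte list off the chromosome (median 2.04) was higher together with Serpina1c, Serpina1d and Serpina6. The germ cell list off the chromosome (median -1.47) was lower together with Dnah11.

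**Figure D3:**
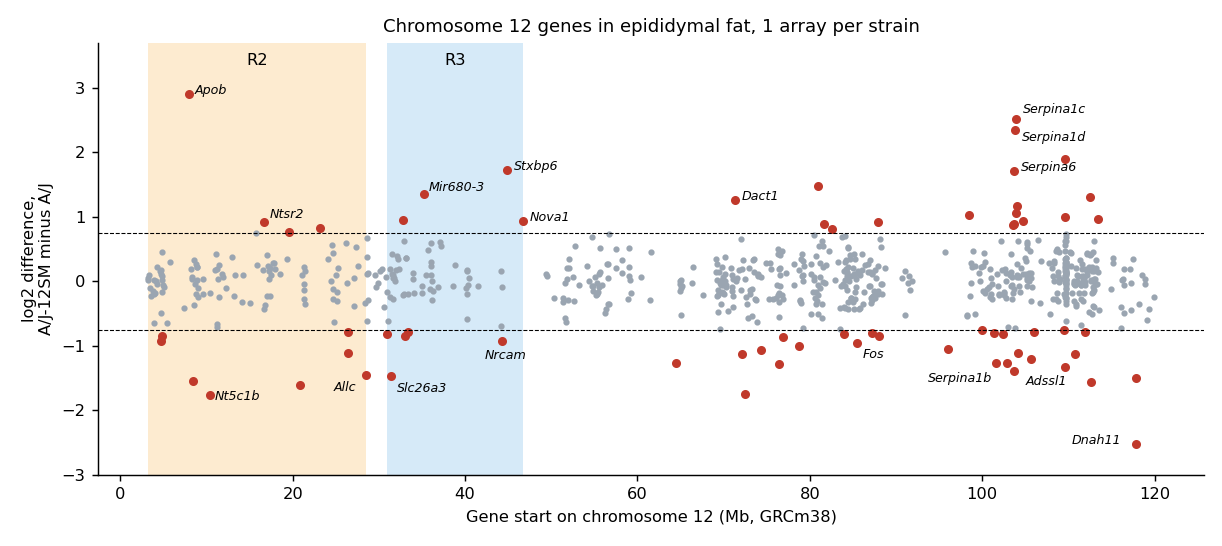
Log2 difference (A/J-12SM minus A/J) of each chromosome 12 gene analysed here (Zfp125 and Dgkb were not) against its start (Mb, GRCm38), with genes past 0.75 in red, the threshold as dashed lines and the R2 and R3 intervals shaded. Apob (2.90), Serpina1c (2.52) and Serpina1d (2.34) lie highest and Dnah11 (-2.53) lies lowest among these genes.

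Genes of the fat cell itself were higher on the A/J-12SM array in 12 of 17 cases, 5 of them by more than 0.75. Rbp4, a retinol carrier that liver also makes, differed by 1.72, Cidea, a lipid droplet protein, by 1.72, the insulin-responsive glucose transporter Slc2a4 by 1.03 and adiponectin (Adipoq) by 0.93. The median of the adipocyte list was 0.33 (percentile 100), its bootstrap interval of -0.02 to 0.85 included 0, and 6 of the 17 genes are also on other lists. In the list of glucose handling and insulin signalling the median was 0.19 (percentile 99.8), with Pck1 higher (0.95) and Igf1 lower (-0.75). In the list of adipose expansion it was 0.19 (percentile 99.3), with Bmp3 at 0.77 and Fgf13 at -1.73. Lists of lipogenesis (median 0.02), lipolysis (0.02), fatty acid uptake (-0.06), fatty acid oxidation (-0.15) and the respiratory chain (0.10) lay within the random lists. Within them, Thrsp, a regulator of lipogenesis, differed by 1.44 and the fatty acid-binding protein gene Fabp5 by -1.10. Pnpla2 (0.29), Plin1 (0.48), Acadm (0.39), Hadha (-0.15), Atp5b (0.10) and Atp5a1 (0.02) stayed below the threshold. Cholesterol synthesis was lower in 10 of 12 genes, with a median of -0.41 (percentile 0.02), and Dhcr7 (-0.96) and Cyp51 (-0.93) were below -0.75.

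Thermogenic genes went in both directions. Ucp1, the uncoupling protein of brown and beige fat, was 11.9-fold higher with the A/J pool (7.74 against 4.17), Elovl3 12.6-fold and Otop1 5.13-fold, whereas Cidea was higher with the A/J-12SM pool. The median over 9 genes was -0.02 (percentile 36.9) and the mean -0.67. Of the 5 members with a level of at least 6 on the brighter array, these 3 were lower, and Cidea and Cox8b (2.46-fold), the latter named after its value was seen, were higher; the median was -2.36. Ucp1, Elovl3 and Otop1 reached that level on the A/J array alone, with 4.17, 4.33 and 4.65 on the other, so this filter is itself set by the differences.

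Immune genes were mostly lower on the A/J-12SM array. Of 26 interferon-induced genes, 24 were lower and 10 were below -0.75, among them Cxcl10 (-1.99), Zbp1 (-1.59), Rtp4 (-1.14) and Ifit1 (6.22 against 5.22), and the median was -0.58 (percentile 0). Of 19 macrophage genes, 17 were lower and 4 were below -0.75, namely Itgax (-1.37), Clec10a (-1.15), Trem2 (-0.86) and Ctss (-0.78), with a median of -0.47 (percentile 0). All 9 genes of antigen presentation were lower (median -0.64, percentile 0.02; H2-Aa -1.47), as were 11 of 14 markers of mast cells and granulocytes (median -0.64, percentile 0; Tpsb2 -1.65, Cpa3 -1.56 and Csf3r -1.31). The inflammation list had a median of -0.18 (percentile 2.03), which was -0.92, -1.38 and -1.30 at minimum levels of 5, 6 and 7 and -0.63 as a mean, with the chemokine genes Ccl8 (-2.71) and Cxcl9 (-1.38), the acute-phase gene Saa3 (-2.60) and Il1rn (-1.75) below -0.75. Markers of T and NK cells (median 0.00; Thy1 0.06 and Nkg7 -0.36) and of B and plasma cells (median 0.02; Blnk -0.83) lay within the random lists, most of them at low levels. Cell cycle genes were lower in 16 of 18 cases (median -0.35, percentile 0.01), with Cdk1 at -0.99 and Ccnb2 at -0.87.

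Markers of mesothelium, the surface layer of the fat pad, were higher in 12 of 13 genes, with a median of 0.41 (percentile 100.0) and Upk1b at 1.17. The endothelial list had a median of 0.19 (percentile 99.4), with Cdh5 at 0.19 and Lyve1 at 0.21. The hypoxia list had a median of 0.32 (percentile 99.7) over 8 genes, with Vegfa at 0.66 and Angptl4 at -0.22, and the circadian list one of 0.25 (percentile 99.5), with Nr1d1 at 0.43 and Clock at 0.01. The extracellular matrix list had a median of -0.13 (percentile 4.26), with Timp1 (-1.13), Mmp12 (-0.98) and the collagen cross-linking enzyme Lox (10.33 against 9.33) below -0.75. Within the random lists were also the lists of ER stress (median -0.05; Hsp90b1 0.07 and Xbp1 0.24), immediate early genes (-0.17), smooth muscle (-0.08; Acta2 0.79), progenitors (-0.04; Dcn 0.00 and Gsn 0.32), skeletal muscle (0.20; Acta1 1.33), pancreas (0.24; Cela1 -0.08 and Try4 0.62), lymph node (0.26; Cxcl13 1.02), nerve (0.21; Pmp22 0.07 and Mbp -0.53), Y-linked genes with Xist (-0.25; Eif2s3y -0.22 and Uty -0.28) and housekeeping genes (-0.17; B2m -0.10 and Gapdh -0.10). Of the erythroid list 1 gene was named, Slc4a1 (-0.21), and no percentile was computed. In all, 16 of 36 lists lay outside the random lists, 8 on each side. By chance 1.8 would lie outside if the members of a list varied independently, like randomly drawn genes. They do not, so the excess does not measure how many lists differ between the strains.

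**Figure D4:**
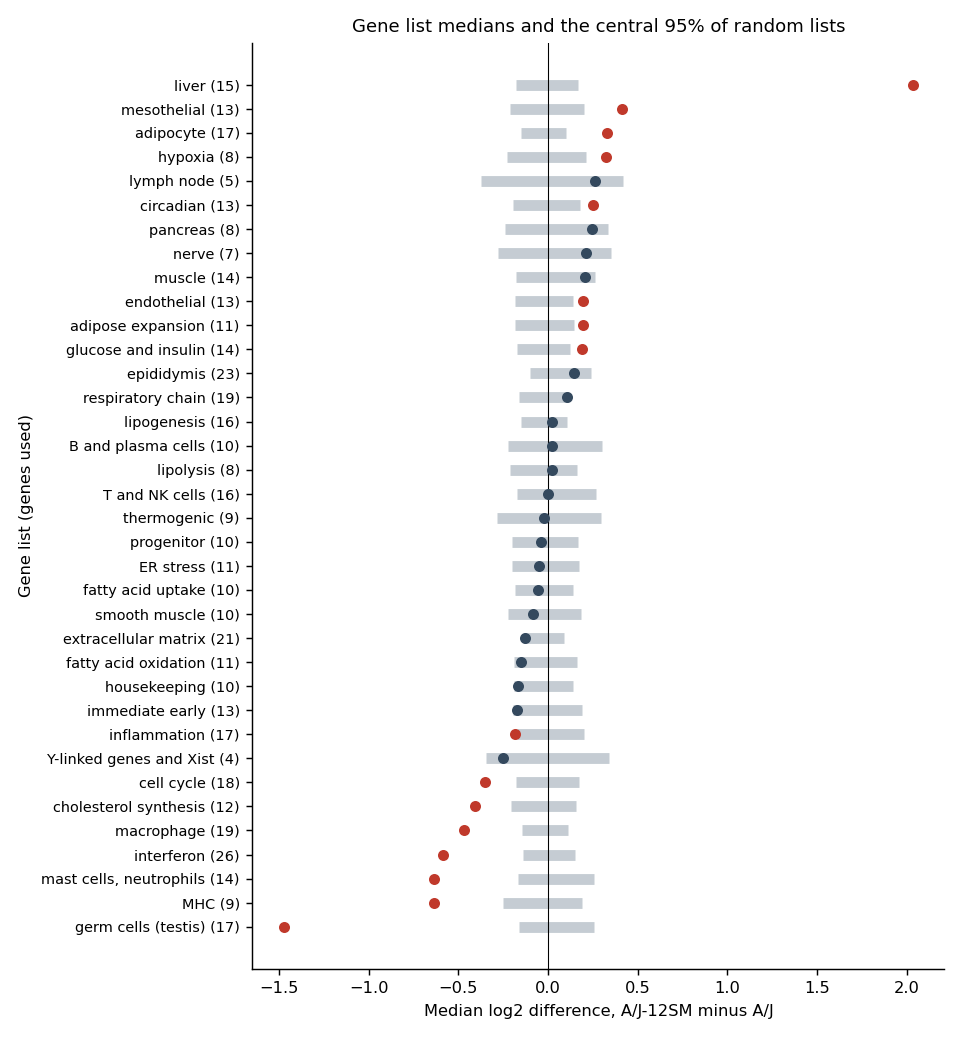
Median log2 difference (A/J-12SM minus A/J) of each gene list (points) beside the central 95% of 10000 random lists matched on level (grey bars), with the number of genes used in parentheses; points outside the bar are in red. The hepatocyte list lies highest (2.04) and the germ cell list lowest (-1.47).

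With windows of 50 genes, neighbouring genes past the threshold were most frequent on chromosome 5. In the window from 86.7 to 90.6 Mb, 17 genes were past 0.75, 11 higher and 6 lower. Of the higher ones, Alb (1.71) alone reached a level of 6 on either array. The next window, on chromosome 12 from 101.1 to 104.9 Mb, had 14 genes past 0.75, 8 higher and 6 lower, and covers the Serpina genes. Among genes with a level of at least 6, the top window off chromosome 12 lay on chromosome 19 instead. It ran from 32.5 to 43.7 Mb and had 13 genes past 0.75. With windows of 25 genes, the top window off chromosome 12 lay on chromosome 19 too. Chromosome 12 was not ranked in these alternatives.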

Values the study reported

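The study selected genes with a fold change below 0.60 or above 1.68 in A/J-12SM relative to A/J mice, and listed 19 of them between the centromere and 46.75 Mb of chromosome 12. The R2 interval ends at 29.20 Mb, and R3 runs from there to 46.75 Mb. Fold changes in the study were 7.460 for Apob, 0.104 for Zfp125, 0.296 for Nt5c1b, 0.366 for Allc and 0.463 for Cmpk2 in R2. In R3 they were 3.307 for Stxbp6, 1.908 for Nova1, 1.928 for Gdap10 and 0.529 for Nrcam. Real-time RT-PCR was run on the listed genes except the microRNA. By it, the study found significant differences between the strains for 6 genes, Apob not among them: Zfp125 and Ntsr2 in R2, and Stxbp6, Nova1, Nrcam and Gdap10 in R3. For the other genes assayed, among them Nt5c1b, Allc, Pfn4, Fkbp1b, Cmpk2, Rsad2 and Slc26a3, the study reported no significant difference. The 6 were then measured in congenic mice with the R2 or the R3 interval from SM/J. Against A/J mice, Zfp125 fell significantly with R2 and Nrcam with R3. Ntsr2 only tended upward with R2, and Gdap10, Stxbp6 and Nova1 did not differ significantly with R3. The study kept Zfp125 and Nrcam as its candidates from fat. Epididymal fat weighed 4.82 ± 0.18 g/100 g body weight in A/J mice and 6.24 ± 0.21 in A/J-12SM mice, and the liver 3.66 ± 0.07 and 2.99 ± 0.08.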

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

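Leaving out the hepatocyte, germ cell and Serpina genes, taking the interval limits as positions, and the second hepatocyte, second germ cell, Leydig and intestine lists were alternatives chosen after the results were seen; the others were chosen beforehand. No paired analysis was possible because each strain has 1 array and no test was run. With no detection call, signal over background was not measured; of the 21 genes past 0.75 in R2 and R3, 7 reached a level of 6 on the brighter array.

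The genome-wide count was 773 at a threshold of 1.0, 3756 at 0.5, 861, 527 and 305 at minimum levels of 5, 6 and 7, and 3981 over every probe set. The chromosome 12 share was 4.68% at 1.0 (other chromosomes 3.44%) and 18.6% at 0.5 (other chromosomes 16.9%), and stayed within its 95% interval under the other alternatives run. Its percentile, 97.0, was 99.5 with centring, 98.1 with loess and 99.6 without predicted names, outside the random lists, and 79.4, 80.5 and 87.1 at levels of 5, 6 and 7, where the chromosome ranked 3, 4 and 3. The R2 count, 12, was 6 at a threshold of 1.0, 21 at 0.5, and 4 and 2 at levels of 6 and 7. The R3 count, 9, was 3 and 16 at thresholds of 1.0 and 0.5, and 4, 3 and 2 at levels of 5, 6 and 7. The rest of the chromosome, 46, had 26 and 100 at those thresholds and 21, 15 and 12 at those levels. Of the genes the study selected, 7 passed 1.0, and 9, 6 and 3 were left at levels of 5, 6 and 7. A stricter setting keeps fewer genes by construction. Without the fixed hepatocyte and germ cell lists, 1556 genes were past 0.75. The genes higher on the A/J-12SM array, 40.1% of those past 0.75, were 33.1% with centring, 30.9% with loess, 36.8% with quantile scaling and 49.3% at a threshold of 0.5. The top window off chromosome 12 lay on chromosome 19 with windows of 25 genes (10 genes) and at level 6 (13 genes).

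No list outside the random lists and no named gene past 0.75 changed sign under an alternative chosen beforehand. Of the list medians under these alternatives, 284 kept their place relative to the random lists, 10 moved outside and 12 moved inside. Lists inside the random lists came to lie outside as follows: the respiratory chain with loess (0.13) and quantile scaling (0.15), housekeeping genes with quantile scaling (-0.16), thermogenic genes at levels of 5, 6 and 7 (-1.28, -2.36 and -3.58) and as a mean (-0.67), muscle at level 6 (0.69, 3 genes), and extracellular matrix at level 7 (-0.31) and as a mean (-0.27). Lists outside came to lie inside as follows: adipose expansion with quantile scaling (0.17), at level 6 (0.14), unmatched (0.19) and as a mean (0.069); hypoxia with the mean over probe sets (0.12), at level 6 (0.14) and as a mean (0.12), but not at level 7 (0.50); glucose and insulin unmatched (0.19) and as a mean (0.15); cell cycle at level 7 (-0.50, 4 genes); endothelial genes unmatched (0.19); and circadian genes as a mean (0.20). The intestine list set in place of the hepatocyte list gave 0.14. Lists left with under 3 genes by a level filter gave no value there. For fewer genes the filter is the cause; for the others the cause was not tested. Interferon, macrophage, adipocyte, mesothelial, hepatocyte and germ cell lists stayed outside on the same side under every alternative chosen beforehand. Among lists that stayed outside under all of these, medians moved by over 1.5 times for inflammation (-0.92, -1.38 and -1.30 at levels of 5, 6 and 7, -0.63 as a mean), mast cells and granulocytes (-1.44 at levels of 5 and 6), mesothelium (0.68 at levels of 6 and 7), germ cells (-2.75 at level 6) and cholesterol synthesis (-0.64 at level 7). Levels were taken on the brighter array, so such a filter keeps genes partly by their difference, and a larger median under it is no stronger evidence; of the 6 germ cell genes at level 6, 1 reached it on both arrays. With the mean over probe sets, Dact1 was 0.71 in place of 1.26, and Cyp11a1 of the Leydig list was -0.83 in place of -1.93.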

Other observations

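The tests of epididymis RNA, of the share of cells other than adipocytes and of macrophages were chosen after the results they measure were seen. The second hepatocyte, second germ cell, Leydig and intestine lists were written after the highest and lowest genes were known, without seeing the values of their members.

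The following genes off chromosome 12 were chosen after their values were seen. Thbs1, a matrix glycoprotein, was 4.38-fold higher with the A/J-12SM pool (level 11.12 there), and the imprinted gene Nnat was 5.04-fold higher. The secretin receptor gene Sctr (2.35), the sialyltransferase gene St3gal3 (2.06), Fam13a (1.39) and the transcription factor gene Klf15 (1.33) were also higher. The collagen gene Col6a5 was 8.12-fold higher with the A/J pool (10.44 against 7.42), and the choline transporter gene Slc5a7 6.70-fold. Lcn2, a secreted lipocalin of inflammation, was lower with the A/J-12SM pool (-2.48), as were Ubd (-2.75) and Olr1 (-2.26), the receptor of oxidized lipoprotein.

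Hepatocyte genes were higher on the A/J-12SM array, and RNA from hepatocytes in that pool is a candidate source. In a second hepatocyte list, 23 of 35 genes off chromosome 12 were above 0.75 (median 0.96, bootstrap interval 0.66 to 1.18). Only 7 of the 35 reached a level of 6 on either array. Alb, Cyp2e1 and Ahsg of the fixed list reached levels of 10.92, 10.11 and 9.97 on the A/J-12SM array. On the A/J array they were already at 9.21, 7.75 and 7.34, well above the median level. Alb and Cyp2e1 were named after their values were seen. Intestinal RNA as the source is argued against, since 14 genes abundant in intestine had a median of 0.14 (-0.02 to 0.42), short of the 0.75 it would need, and all stayed below a level of 6 on both arrays. Against liver RNA stand F7, which was 1.99-fold higher with the A/J pool, Hpx (-0.66) and Hp (-0.69). Hpx and Hp were named after their values were seen. The levels of F7, Hpx and Hp on the A/J array were already 8.25, 8.42 and 12.31, which could hide a small share of liver RNA. F7 was the only gene of the 35 below -0.75. Of the 15 fixed liver genes, 7 reached a level of 6 on both arrays, and none is on another list. Apob, Serpina1c, Serpina1d and Serpina6 of chromosome 12 lie in the direction of the hepatocyte genes, unlike Serpina1a, Serpina1b and Serpina5 (-1.10). The differences of the former may come from the same source, from SM/J alleles at the genes themselves, or from both. By real-time RT-PCR, Apob was not among the genes the study found to differ significantly. A strain difference in how fat cells use liver genes stays open and was not tested.

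Germ cell genes were higher on the A/J array, and RNA from testis in that pool is a candidate source that the test left open: in a second germ cell list 11 of 34 genes were below -0.75, short of the majority that had been set as its mark, while 30 were lower and the median was -0.63 (bootstrap interval -0.76 to -0.31). Only 1 of those 34 genes reached a level of 6 on either array, so background limits the test, although Mael was at 7.45 on the A/J array. Leydig cell genes, which whole testis would bring, had a median of -1.08 (-1.93 to -0.33), but over 4 genes that all lay below a level of 6, so this is left open too; Cyp17a1, a Leydig cell gene among the lowest of all and not on that list, was at 7.73 on the A/J array (-4.29). RNA from epididymis as the source is argued against on these 2 arrays. That source would need a median below -0.75, and the 23 genes of the tissue had one of 0.14 (-0.07 to 0.20). All of them stayed below a level of 6 on both arrays. The median was known when the mark was set, and 2 of the 23 were themselves below -0.75. Pfn4, a profilin known from testis, Nt5c1b and Allc of the R2 interval lie in the direction of the germ cell genes, as does Dnah11 of the distal part. A strain difference in fat itself stays open and was not tested.

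Interferon and macrophage genes were lower on the A/J-12SM array. A lower share of all cells other than adipocytes in that pool is argued against, since the mesothelial median of 0.41 (bootstrap interval 0.23 to 0.74) lay wholly above the macrophage median of -0.47 (-0.69 to -0.37). Whether fewer macrophages in that pool account for the whole interferon difference stays open: the interferon median of -0.58 minus the macrophage median was -0.12, with a bootstrap interval (-0.41 to 0.17) too wide to decide, and the macrophage genes Csf1r (-0.15), Itgam (-0.24), Lyz2 (-0.26) and Cd163 (0.44), named after their values were seen, were less low or higher; none of the 26 interferon and 19 macrophage genes is on another list, and 17 of the 19 reached a level of 6 on both arrays. Rsad2 and Cmpk2 of the R2 interval lie in the same direction, so a lower level of either is no sign of a local effect by itself. A difference between the strains in interferon signalling or in the inflammation of the fat pad stays open and was not tested.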
